A study of Danio rerio with 2 samples. Its data were reported in "Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency" (2014).

How the data were processed

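Small RNA was measured in 2 pooled samples of zebrafish (Danio rerio) embryos at 48 hours post fertilization (hpf). A morpholino (MO) is a synthetic antisense oligonucleotide that blocks the translation or splicing of a chosen mRNA. Embryos had been injected at the 1-cell stage either with an MO against rps24, which encodes a protein of the small ribosomal subunit (RPS24 MO), or with a control MO. Per the labels, between 40 and 50 embryos from separate injection experiments were pooled for each sample, and total RNA was taken from the pool with TRIzol. Libraries were made with an Illumina small RNA kit and sequenced from a single end on an Illumina HiSeq instrument. Each group held 1 library, so there was no replicate check of any difference.

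The deposited values were raw read counts per mature miRNA, with no normalization. To make these counts, the authors removed adapters with the FASTX-Toolkit clipper, collapsed identical reads to tags with their copy number, and classified the tags with the DSAP web service by homology to Rfam and miRBase. The versions of these databases and the treatment of tags that match several miRNAs were not stated. Because members of a miRNA family can differ by few bases, the division of reads among such members is uncertain. The library kit carried no molecular identifiers that are described, and ligation and PCR favour some small RNAs over others. Such a preference acts on both libraries and largely drops out of a ratio for the same miRNA, but it does affect shares of reads within a library.

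Each file listed the same 228 miRNAs, of which 8 had 0 reads in both libraries and 220 were tested. Reads were also expressed per 1000000 miRNA reads of a library (RPM). Log2 ratios of RPS24 MO to control MO were computed after adding 0.5 reads to each count. The reads of each miRNA were compared with the remaining miRNA reads of its library by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 220 miRNAs and a threshold of 0.05 on the adjusted p. The study's methods name DEGseq, which applies a random-sampling model to a pair of libraries and also offers Fisher's exact test. DEGseq was not used here. Such a test compares the 2 libraries, not the conditions, because it holds no term for variation between embryo pools. The dispersion models of edgeR and DESeq2 could not be fitted with 1 library per group. Adjusted p-values below 1e-300 are given as such.

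Shares of reads are given with their 95% Wilson interval, and log2 ratios with a 95% interval from the exact Clopper-Pearson interval of the reads in RPS24 MO among the reads in both libraries, without added reads. The smallest share that a library can show was taken as 3 reads of its total. Reads from PCR are not independent molecules, so these intervals and floors cover counting error only.

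The 10 lists of miRNAs (families, tissues and pathways) were written, like the tests and most alternatives, before the data were examined. For each list the median log2 ratio was placed among the medians of 10000 random lists of the same size, in which each member was replaced by 1 of the 20 miRNAs nearest to it in mean log2 RPM. The resulting percentile describes these libraries and is not a p-value. Names were looked up in the RefSeq gene table of assembly GRCz12tu, which was used only for names and for which genes neighbour each other. A gene was found for 216 of the 220 miRNAs. The files list miR-34 without a letter, and this table gives that name as an older one of miR-34a, so miR-34 was placed in the list of p53 targets after the files had been read.

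Named miRNAs follow a rule fixed beforehand. They are the 5 with the most reads over both libraries, the 5 with the largest rise and the 5 with the largest fall among those past the threshold with at least 100 reads over both libraries, the 12 that the study also measured by RT-PCR, up to 3 per library of those with reads in that library alone, and the members of lists with at most 5 members. Larger lists are given as ranges.

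The alternatives were 4 other scalings (TMM factors from edgeR, the median of ratios, totals without the 5 most abundant miRNAs, and the total sequenced reads of each library as the study gives them), minimums of 10 and of 100 reads over both libraries, 1 or 5 reads added to each count, unadjusted p-values, sums over families, RPS24 MO sampled down to the control total, and another test. That test takes M as the difference and A as the mean of the log2 counts of a miRNA, and sets M minus the log2 ratio of the library totals against the normal spread expected from random sampling at that A. It leaves out the 6 miRNAs with 0 reads in a library. The exact test of edgeR was also run with an assumed coefficient of variation between pools of 0.1, 0.2 or 0.4. It used total miRNA reads without the TMM factors. The other scalings entered Fisher's exact test as effective library totals. Chosen after seeing the data were the M and A test with unadjusted p, a fold change scaled by total sequenced reads beside that p, and the p53 list without miR-34.

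The procedure was tested on simulated counts for 220 miRNAs with the library totals of the data. The 40 miRNAs to be changed were drawn from those with at least 100 reads over both libraries, without the most abundant ones. All 40, changed 3-fold up or down, were recovered in the right direction. Recovery of rarer miRNAs was not tested. Of the 180 unchanged miRNAs, 24 were also called, 1 of them by more than 2-fold. A change of some shares shifts every other share, here by -0.06 on the log2 scale. The shift estimated by TMM was also -0.06. Because abundant miRNAs were left unchanged, this does not test TMM where such miRNAs fall. The work was done in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16. The mRNA of rps24 is not measured in miRNA libraries, and its level was not analysed here.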

Results

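To compare the miRNA profile of RPS24-deficient zebrafish embryos with that of control embryos, miRNA-seq libraries were prepared from pools of embryos at 48 hpf, 1 library for RPS24 MO and 1 for control MO. The question of the series is how the set of expressed miRNAs differs when RPS24 is deficient, as in forms of Diamond-Blackfan anemia, a congenital failure of red cell production linked to ribosomal protein genes. The control MO library held 965240 miRNA reads and the RPS24 MO library held 1838474, which is 1.90 times as many. Reads were found for 214 miRNAs in control MO and 220 in RPS24 MO. At least 10 reads were found for 173 and 198 miRNAs, respectively, and at least 1000 reads for 53 and 74. The median count over the 220 miRNAs was 151.5 reads in control MO and 357.5 in RPS24 MO. The smallest share that the depth could show was 3.11 RPM in control MO and 1.63 RPM in RPS24 MO. Across miRNAs, the log2 counts of the 2 libraries had a Pearson correlation of 0.982 and a Spearman correlation of 0.985. These correlations run over miRNAs, which are not independent replicates.

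Both libraries were dominated by few miRNAs. The 5 most abundant over both libraries (miR-206, miR-10a, miR-184, miR-181a and miR-182) took 64.8% of the reads in control MO (95% Wilson interval 64.7 to 64.9) and 54.7% in RPS24 MO (54.6 to 54.8). Summing the reads of family members raised the shares of the 5 most abundant entries to 70.9% and 64.3%. The 2 most abundant miRNAs kept nearly the same share. miR-206, a muscle miRNA, had 238796 reads in control MO and 425034 in RPS24 MO (log2 ratio -0.10, 95% interval -0.10 to -0.09), and miR-10a had 159967 and 323867 (0.09, 0.08 to 0.10). miR-181a also stayed near its share, with 68356 and 121830 reads (log2 ratio -0.10). Most of the difference between the shares came from miR-184 and miR-182. miR-184 went from 101814 to 93518 reads although the library was larger, a log2 ratio of -1.05 (95% interval -1.06 to -1.04). miR-182 went from 56119 to 41590 reads, a log2 ratio of -1.36 (-1.38 to -1.34). The adjusted p of each was below 1e-300 by Fisher's exact test.

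To find miRNAs whose share of reads differed between the libraries, each of the 220 miRNAs was tested. An adjusted p below 0.05 (Fisher's exact test) was reached by 131 miRNAs, which is 59.5%. Of these, 106 were higher and 25 were lower in RPS24 MO. More than 2-fold differences were seen for 39 higher and 4 lower miRNAs. The median log2 ratio of all 220 miRNAs was 0.47, and 162 miRNAs lay above 0 and 58 below. The direction counts depended on how the libraries were scaled. With total sequenced reads as the denominator, the alternative scaling that moved them most, 43 miRNAs were higher and 74 lower. With TMM scaling, 56 were higher and 64 lower, and the median log2 ratio was 0.02. All 25 miRNAs that were lower with total miRNA reads were also lower with TMM scaling. Of the 106 higher miRNAs, 56 were also higher with TMM scaling, 33 were no longer past the threshold and 17 were past it as lower. With each of the 5 scalings, 43 miRNAs were past the threshold as higher and 25 as lower. Every other scaling lowers all log2 ratios alike, so the 25 lower miRNAs had to be kept. Their being kept does not show that the falls are firmer than the rises.

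**Figure D1:**
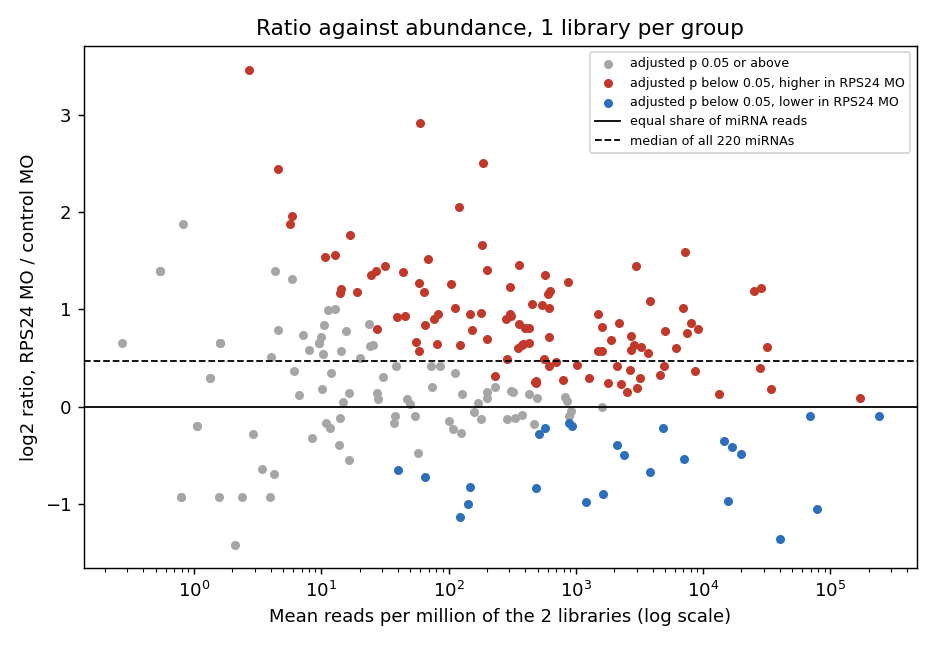
Each point is 1 of the 220 miRNAs, with the mean RPM of the 2 libraries on the x axis (log scale) and the log2 ratio of RPS24 MO to control MO on the y axis. Red points (106) were higher and blue points (25) lower with an adjusted p below 0.05, grey points were not past that threshold, and the dashed line marks the median of all miRNAs, 0.47.

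**Figure D2:**
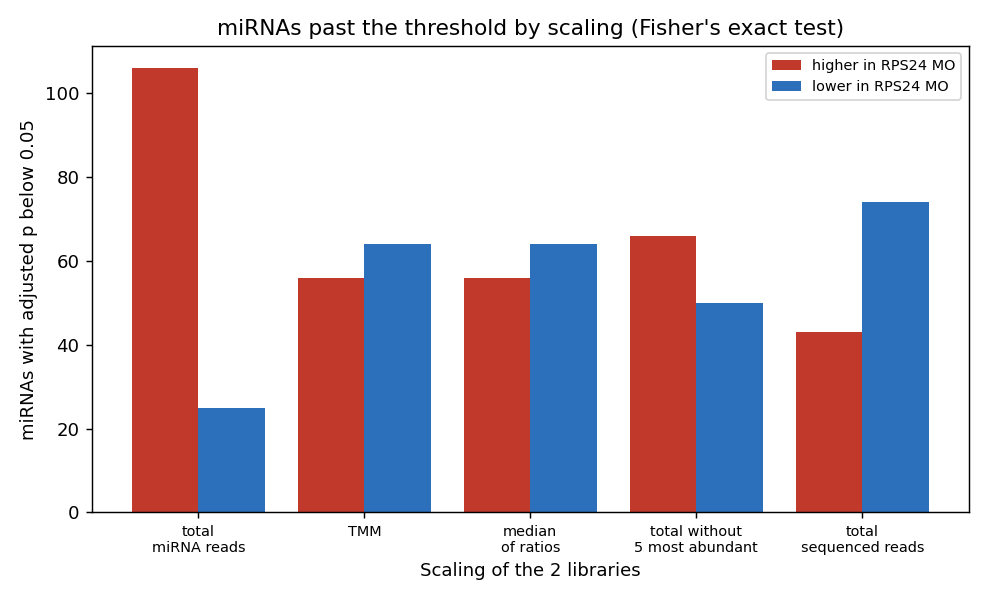
Bars give the number of miRNAs with an adjusted p below 0.05 (y axis) that were higher (red) or lower (blue) in RPS24 MO for each of 5 scalings of the libraries (x axis). The higher miRNAs outnumber the lower ones with total miRNA reads (106 and 25), while the lower ones outnumber the higher with TMM scaling (56 and 64) and with total sequenced reads (43 and 74).

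These tests hold counting error only. When edgeR's exact test was given an assumed coefficient of variation between pools of 0.1, 84 miRNAs were past the threshold of 0.05 on the adjusted p. With 0.2 there were 12 (11 higher and 1 lower), and with 0.4 there were 0, while 4 miRNAs had an unadjusted p below 0.05. The exact test of edgeR used total miRNA reads, so its balance of higher and lower miRNAs depends on that scaling. The true variation between pools was not measured in this design.

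Among miRNAs with at least 100 reads over both libraries, the largest rise was that of miR-223, from 13 to 194 reads (log2 ratio 2.92, 95% interval 2.16 to 3.91, adjusted p 2.44e-21 by Fisher's exact test). miR-155 rose from 54 to 587 reads (log2 ratio 2.50, 2.11 to 2.94), miR-338 from 45 to 360 (2.06, 1.62 to 2.55), miR-457a from 85 to 515 (1.66, 1.34 to 2.02) and miR-429 from 3494 to 20009 (1.59, 1.54 to 1.64). With TMM scaling these 5 log2 ratios were 2.46, 2.05, 1.60, 1.21 and 1.13, and all stayed past the threshold. They also stayed past it in the exact test of edgeR with an assumed coefficient of variation of 0.2, where the adjusted p was 1.29e-05 for miR-223 and miR-155, 0.000965 for miR-338, 0.00932 for miR-457a and 0.0088 for miR-429. The largest falls, after miR-182, were those of miR-462, from 170 to 77.2 RPM (log2 ratio -1.14, 95% interval -1.47 to -0.80), miR-184, miR-190b, from 183 to 174 reads (-1.002, -1.31 to -0.69), and let-7d, from 1548 to 1498 (-0.98, -1.08 to -0.87). The log2 ratios of miR-182, miR-462, miR-184, miR-190b and let-7d with TMM scaling were -1.82, -1.59, -1.51, -1.46 and -1.43. All stayed past the threshold by Fisher's exact test. TMM scaling thus enlarged the falls and reduced the rises, so the rises were not shown to be firmer across scalings. The exact test of edgeR used total miRNA reads, not TMM scaling, and so favoured rises over falls relative to TMM. With an assumed coefficient of variation of 0.2, miR-182 alone of these 5 falls stayed past the threshold (adjusted p 0.0305, edgeR exact test). The adjusted p of the others in that test was 0.102 for miR-462 and miR-184, 0.144 for miR-190b and 0.128 for let-7d.

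To ask which miRNAs were seen in RPS24 MO and not in control MO, the miRNAs with reads in a single library were listed. There were 6 with reads in RPS24 MO only and 0 with reads in control MO only. The 6 held 20 reads together. miR-142a-3p had 10 reads (5.44 RPM), miR-34b had 3, miR-19b*, miR-2187 and miR-736 had 2 each, and miR-202* had 1. If a miRNA had the same share in control MO as in RPS24 MO, the chance of 0 reads at the control depth was 0.00525 for miR-142a-3p, 0.207 for miR-34b, 0.35 for each of the 3 miRNAs with 2 reads and 0.592 for miR-202*. Thus for the latter 5, no difference was detectable at this depth. miR-142a-3p was past the threshold with total miRNA reads (adjusted p 0.0331, Fisher's exact test, log2 ratio 3.46 with a lower bound of 0.23), but not with TMM scaling (adjusted p 0.117). Sampling the RPS24 MO library down to the control total left 215 miRNAs with reads, and 3.67 of the 220 were expected to be lost by such sampling.

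RT-PCR was also run on 12 of these miRNAs. The study's primer list has no entry for miR-457a, which is counted here among the 12, so its place in the group is less certain. In the read counts all 12 had a log2 ratio above 0 with total miRNA reads, and 7 were past the threshold by Fisher's exact test. For the 6 seen only in RPS24 MO that direction carries no weight, because with 0.5 reads added any read there gives a ratio above 0. With 5 reads added to each count, all of these 6 except miR-142a-3p had a log2 ratio below 0. With TMM scaling 5 of the 12 were past the threshold. With an assumed coefficient of variation of 0.2, on total miRNA reads, there were 4. Their reads over both libraries ranged from 1 to 641, and 8 of the 12 had fewer than 10 reads in control MO. Apart from miR-223, miR-155, miR-338, miR-457a and the miRNAs seen only in RPS24 MO, the group holds miR-142a-5p, which went from 7 to 48 reads (log2 ratio 1.76, 95% interval 0.70 to 3.24, adjusted p 0.00108 by Fisher's exact test), and miR-29a, which went from 5 to 30 reads (1.54, 0.28 to 3.38, adjusted p 0.0214). With TMM scaling the adjusted p was 0.0206 for miR-142a-5p and 0.142 for miR-29a.

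Lists of miRNAs known for a tissue, family or pathway were then compared with random lists matched on abundance. Since every scaling shifts all miRNAs alike, the list medians are given relative to the median of all miRNAs, and neither this difference nor the percentile can change with the scaling. The 7 miRNAs of the blood cell list had a median log2 ratio 1.29 above that of all miRNAs, at percentile 100 of the 10000 random lists. The list held 133 reads in control MO and 1057 in RPS24 MO, its members ranged from -0.12 to 3.46 in log2 ratio, and 6 of the 7 lay above the median of all miRNAs. The 10 let-7 miRNAs had a median of -0.57 relative to all miRNAs, at percentile 0.63. Their log2 ratios ranged from -0.98 to 1.26, and 2 of the 10 lay above the median of all miRNAs. The 12 entries of the neural list had a relative median of -0.38, at percentile 3.23. The other 7 lists lay within percentiles 5 to 95. The sensory organ list (6 entries, which include miR-182 and miR-184) had a relative median of -0.54, at percentile 6.07, and its members ranged from -1.36 to 1.19. The muscle, digestive organ, endothelial and miR-17 cluster lists lay at percentiles 53.8, 49.0, 55.6 and 46.4. Of 10 lists, about 1 is expected outside percentiles 5 to 95 by chance, and 3 were found there.

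The miR-430 family, which is abundant in early embryos, had a relative median of 0.15, at percentile 61.6. Its most abundant member, miR-430a, went from 24177 to 70498 reads (log2 ratio 0.61, 95% interval 0.59 to 0.64), and miR-430c from 491 to 2271 (1.28, 1.14 to 1.42). Both were past the threshold, while miR-430b (18 and 54 reads), miR-430i (2 and 12) and miR-430j (5 and 13) were not. The log2 ratio of miR-430j was 0.37 with total miRNA reads and -0.089 with TMM scaling. The p53 target list is the miR-34 family, whose genes are transcribed under p53 control. Its relative median was 0.69, at percentile 89.6. miR-34 went from 361 to 1539 reads (log2 ratio 1.16, 0.996 to 1.33, adjusted p 3.1e-49 by Fisher's exact test). miR-34c went from 11 to 32 reads (0.57, -0.41 to 1.75), a difference within counting error, and miR-34b had 0 and 3 reads.

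**Figure D3:**
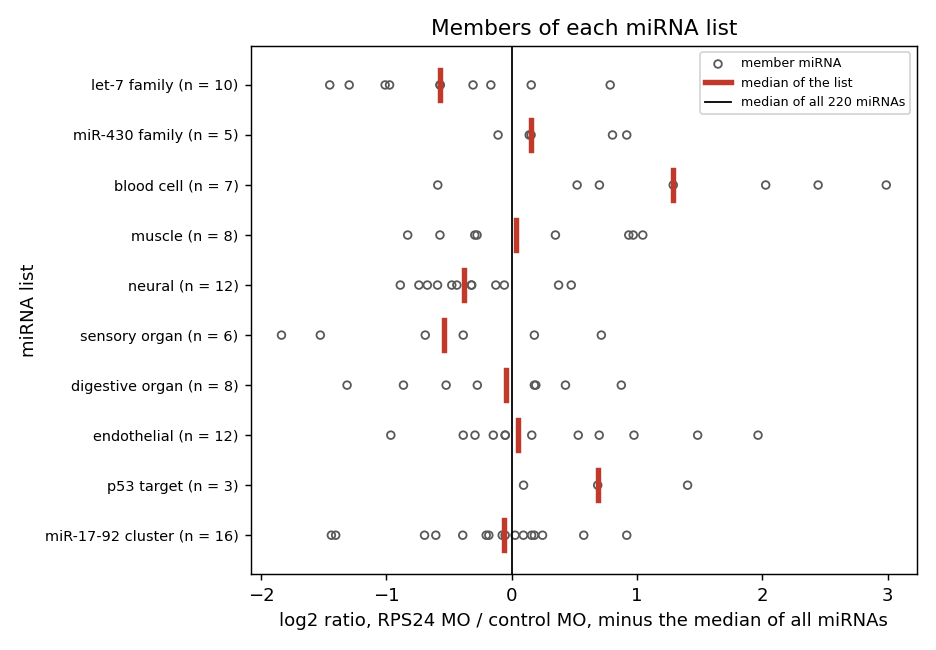
Circles give the log2 ratio of RPS24 MO to control MO of each list member minus the median of all 220 miRNAs (x axis), 1 row per list (y axis), and red bars give the list medians. The blood cell list has the highest median (1.29) and the let-7 family the lowest (-0.57), and members of most lists lie on both sides of 0.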

Values the study reported

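The study reported 1,838,474 miRNA reads mapped for RPS24 MO and 965,240 for the control, with 220 and 214 matched miRNAs. It reported 103 miRNAs that were higher and 24 that were lower in RPS24 MO at a p-value below 0.05. With a fold change over 2.0 added, it gave 9 higher and 16 lower miRNAs. It described 6 miRNAs as high in RPS24 MO and barely detected in control embryos, and measured 12 miRNAs by RT-PCR. For these 12 it reported significant RT-PCR differences between RPS24 MO and control embryos, which it took as bearing out the sequencing.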

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

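The 2 libraries allow no leaving out of replicates. No paired analysis was possible because each group held 1 library. The balance of higher and lower miRNAs changed with the scaling. Relative to total miRNA reads, the median log2 ratio of all miRNAs shifted by -0.45 with TMM scaling, by -0.46 with the median of ratios, by -0.36 without the 5 most abundant miRNAs and by -0.59 with total sequenced reads. The numbers of higher and lower miRNAs, 106 and 25 with total miRNA reads, became 56 and 64 with TMM scaling and with the median of ratios, 66 and 50 without the 5 most abundant miRNAs, and 43 and 74 with total sequenced reads. The numbers more than 2-fold higher and lower, 39 and 4, became 8 and 12 with TMM scaling and with the median of ratios, 13 and 12 without the 5 most abundant miRNAs, and 4 and 18 with total sequenced reads. Each of these scalings moves every log2 ratio by a single amount, and that shift is what changed the counts.

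An assumed coefficient of variation between pools, tested with total miRNA reads alone, lowered the counts. With 0.1 the number of lower miRNAs was 13. With 0.2 there were 11 higher and 1 lower miRNAs, all of them by more than 2-fold, and with 0.4 there were 0 in each of the 4 counts, beside 4 miRNAs with an unadjusted p below 0.05. In a setting chosen after seeing the data, with the fold change scaled by total sequenced reads and an unadjusted p from miRNA totals, the 2-fold counts were 8 higher and 17 lower. Minimums of 10 or 100 reads, the test on M and A with adjusted or unadjusted p, Fisher's exact test with unadjusted p, sampling down RPS24 MO, and sums over families left each of the 4 counts within 1.5 times its value.

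Of the 6 miRNAs seen only in RPS24 MO, 1 had at least 10 reads. After sampling RPS24 MO down to the control total, 4 miRNAs had reads in control MO only, against 0 at full depth, and 5 had reads in RPS24 MO only, against 6. The share of the 5 most abundant entries became 70.9% in control MO and 64.3% in RPS24 MO with sums over families.

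The relative medians of the lists kept their sign and their side of percentiles 5 and 95 in the alternatives run for them (added reads, scalings and a minimum of 100 reads over both libraries), except 2. The scalings cannot change these values. The p53 target list had too few members for that minimum, and sums over families were not run for the lists. The endothelial median went from 0.05 to -0.044 with at least 100 reads over both libraries, and the p53 target median from 0.69 to -0.0048 with 5 reads added to each count. Adding 5 reads to both libraries lowers the ratio of rare miRNAs in the larger library. The p53 list without miR-34 had a relative median of 0.75. With 5 reads added, log2 ratios became negative for miR-736, miR-2187 and miR-19b* (-0.44), miR-34b (-0.25), miR-202* (-0.67) and miR-430j (-0.082). miR-10a reversed to -0.37 with TMM scaling and with the median of ratios, to -0.27 without the 5 most abundant miRNAs and to -0.50 with total sequenced reads. miR-430j reversed to -0.089 with TMM scaling and with the median of ratios and to -0.22 with total sequenced reads, and miR-34c to -0.020 with total sequenced reads. Over the 28 named miRNAs and 4 other scalings, 9 further results kept their direction and were no longer past the threshold, and 95 kept their direction and their side of it. Reads added to each count do not enter Fisher's exact test.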

Other observations

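The tests of the blood cell list, of the sum of let-7 reads, of hairpin arms, of neighbouring genes and of abundance were chosen after the result was seen, and the limits of 30 reads per arm and 10 kb between genes were also set then. The number of miRNAs more than 2-fold higher in RPS24 MO here was 39. That is higher than the value quoted from the study above. The number more than 2-fold lower here was 4. That is lower than the value quoted from the study above. When the fold change was scaled by total sequenced reads and the unadjusted p was kept on miRNA totals, the 2-fold counts were 8 higher and 17 lower. That setting was tried because of these differences. A candidate explanation is that the fold changes and the p-values of the study rest on different library totals, which was not tested further.

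More miRNAs were higher than lower in RPS24 MO. The share of the 5 most abundant miRNAs fell from 64.8% to 54.7%, and a fall in abundant miRNAs raises the share of all others. Without the 5 most abundant miRNAs in the totals, 66 miRNAs were higher and 50 lower, so some of the excess remained. These 5 miRNAs may account for part of the excess, but the smaller excess does not test this. The shift of -0.36 with this scaling follows from the fall in their share and moves every log2 ratio alike. With TMM scaling the ratio of higher to lower miRNAs was 0.875, but TMM centres the log2 ratios, so a near-even balance would follow from any cause and does not bear on this explanation. Log2 ratio and mean abundance had a Spearman correlation of -0.155 across the 152 miRNAs with at least 100 reads over both libraries, which are not independent replicates (permutation p 0.0573, adjusted p 0.0764 over 4 tests), so a dependence on abundance was neither shown nor ruled out. A global change in miRNA amount per embryo cannot be told apart from these explanations without an added standard.

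Of the 6 miRNAs seen only in RPS24 MO, 5 had a chance above 0.05 of having 0 reads at the control depth if their share were equal. So few reads can be missing from a library by chance. miR-142a-3p, with 10 reads, is the exception, and its adjusted p with TMM scaling was 0.117. With RPS24 MO sampled down to the control total in a single draw, 5 miRNAs were still seen only in RPS24 MO and 4 were seen only in control MO. The difference in depth may thus account for the lack of miRNAs seen only in control MO. The draw leaves the control counts as they are, so it does not test why these miRNAs had 0 reads there.

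The number of miRNAs past the threshold cannot be told apart from variation between embryo pools, since the size of that variation was not measured. In 100 simulations with no true difference, a coefficient of variation of 0.2 between pools gave a median of 101 miRNAs past the threshold of Fisher's exact test (range 84 to 123). The observed number was 131. A coefficient of 0.1 gave 65.5 (50 to 84), and 0.4 gave 135 (120 to 152). The observed number thus lay above every simulation at 0.1 and 0.2, and within the range at 0.4. Among the 91 miRNAs with at least 1000 reads, the log2 ratios had an SD of 0.62, against 0.058 from counting. If no miRNA truly changed, the robust spread of 0.60 would need a coefficient of variation of 0.29.

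The blood cell list stood highest of the 10 lists. It stayed at percentile 99.6 after sampling RPS24 MO down to the control total, although its relative median fell from 1.29 to 0.99. When each member was left out in turn, it lay between percentiles 99.87 and 100, with relative medians of 0.99 to 1.66. Depth and a single member thus did not account for the high percentile. A median of 7 depends little on any 1 member, and miR-142a-3p and miR-142a-5p, from 1 hairpin, were not left out together. The 3 members with at least 100 reads lay at percentile 100, but a miRNA passes that minimum more easily when it rises, so a part played by rare members was not ruled out. In 1000 simulations with no true difference and an independent coefficient of variation of 0.4, 0.3% had a relative median as high. Blood miRNAs can vary together between pools, which such simulations do not cover, so the pattern cannot be told apart from variation between pools. As a hypothesis, RPS24 MO pools may hold a larger share of RNA from the blood cells that express these miRNAs. These cells may instead express more of them. The study reported markedly fewer hemoglobin-stained cells in RPS24 MO embryos, and lower expression of markers of red cell progenitors and blood stem cells. Those reports argue against a larger share of RNA from red cells or blood stem cells. The list was not divided by blood cell type, so a larger share from other blood cells was not tested.

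Slower development of RPS24 MO embryos was predicted to lower let-7, which rises with differentiation, and to raise miR-430, which falls after early stages. The let-7 median lay at percentile 0.63, as this would require, but the miR-430 median lay at percentile 61.6, short of the 95 that had been set. The relative median of miR-430 was above 0 in each alternative, and its 2 members with at least 100 reads had a relative median of 0.53, at percentile 90.8. That median weighs miR-430a and the much rarer miR-430c alike. The summed miR-430 reads, nearly all from miR-430a, had a log2 ratio of 0.63, where the median of all miRNAs was 0.47. The other 3 members of the family were rare, so slower development was neither shown nor ruled out. The summed let-7 reads, which do not depend on how reads are divided among let-7 members, had a log2 ratio of -1.01 relative to the median of the 141 families. This sum lay at percentile 9.93 among single families, within the limits of 5 and 95 used for the lists. A part played by division of reads among near-identical members in the low let-7 percentile was thus not ruled out. Variation between pools also remains open as an explanation.

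If miRNAs changed through their transcripts, the products of a shared transcript would move together. In 12 hairpins with at least 30 reads over both libraries for each arm, the median difference in log2 ratio between the arms was 0.49, against 0.46 for shuffled arms (permutation p 0.61), and 6 of the 12 pairs differed by Fisher's exact test with adjustment. Arms thus moved no closer together than shuffled ones, although 12 pairs give little power. For 65 pairs of miRNAs that each had at least 100 reads over both libraries and had genes within 10 kb in the GRCz12tu table, the median difference was 0.42, against 0.56 after shuffling (permutation p 0.0445). For the 53 of these pairs from different families it was 0.41 against 0.55 (permutation p 0.052). Both had an adjusted p of 0.0764 over the 4 tests and did not pass the threshold of 0.05, so the smaller difference between neighbours may be chance. Preference of the library chemistry for some sequences was not tested here.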
